# Without 1α-hydroxylation, the gene expression profile of 25(OH)D_3_ treatment overlaps deeply with that of 1,25(OH)_2_D_3_ in prostate cancer cells

**DOI:** 10.1038/s41598-018-27441-x

**Published:** 2018-06-13

**Authors:** Takao Susa, Masayoshi Iizuka, Hiroko Okinaga, Mimi Tamamori-Adachi, Tomoki Okazaki

## Abstract

Recently, the antiproliferative action of 1,25(OH)_2_D_3_ (1,25D3), an active metabolite of vitamin D_3_, in the management of prostate cancer has been argued rigorously. In this study, we found that at a physiological concentration, 25(OH)D_3_ (25D3), the precursor of 1,25D3 and an inactive form of vitamin D because of its much weaker binding activity to the vitamin D receptor (VDR) compared with 1,25D3, had a gene expression profile similar to that of 1,25D3 in prostate cancer LNCaP cells. By immunocytochemistry, western blotting, and *CYP27B1* and/or *VDR* knockdown by small interfering RNAs, we found that 10^−7^ M 25D3, which is within its uppermost physiological concentration in the bloodstream, induced VDR nuclear import and robustly activated its target genes in the virtual absence of *CYP27B1* expression. Comprehensive microarray analyses verified 25D3 bioactivity, and we found that 25D3 target gene profiles largely matched those of 1,25D3, while the presence a small subset of 25D3- or 1,25D3-specific target genes was not excluded. These results indicated that 25D3 shares bioactivity with 1,25D3 without conversion to the latter. Metallothionein 2A was identified as a 1,25D3-specific repressive target gene, which might be a prerequisite for 1,25D3, but not 25D3, to exert its anti-proliferative action in LNCaP cells.

## Introduction

The prohormone 25(OH)D_3_ (25D3) is considered a metabolic intermediate to elaborate an active form of vitamin D_3_, 1α,25(OH)_2_D_3_ (1,25D3)^1–4^. The synthesis of 1,25D3 is accomplished by a series of hydroxylase reactions^4,5^, which begins with the production of previtamin D_3_ from 7-dehydrocholesterol in association with ultraviolet radiation from sunlight in the skin, followed by spontaneous isomerization to vitamin D_3_ (also called cholecalciferol). Vitamin D_3_ is converted to 25D3 by C-25 hydroxylase (CYP2R1 and CYP27A1) in the liver. Subsequently, 25D3 is converted to 1,25D3 by 1α-hydroxylase (CYP27B1), mainly in the kidney. 1,25D3 robustly induces CYP24A1 mRNA/protein expression, which has C-24 hydroxylase activity for 25D3 and 1,25D3, resulting in the inactivation of both forms of vitamin D_3_, while it also represses *CYP27B1* expression^5–7^. As a result, a feedback mechanism maintains the serum level and activity of 1,25D3 within a narrow physiological range.

1,25D3 is generally regarded as a unique bioactive ligand among vitamin D_3_ metabolites for the vitamin D_3_ receptor (VDR), although a secondary bile acid, lithocholic acid, also activates the VDR as another selective agonist in different physiological settings^8,9^. The 1,25D3-VDR axis has multiple functions in calcium and phosphate metabolism, the mineralization of bone, and with additional roles such as cell differentiation, muscle strength, immunity, and anti-cancer action^10,11^. On the other hand, some reports argue that 25D3 itself possesses hormonal activity through direct activation of the VDR in cell and organ culture experiments. The expression of *Pth* mRNA was suppressed by 25D3 in bovine parathyroid cells treated with the general cytochrome P450 inhibitor clotrimazole to inhibit 1α-hydroxylase^12^. It is also reported that 25D3 induces *Cyp24a1* expression in mammary gland organ culture cells derived from *Cyp27b1* knockout mice^13^. Furthermore, 25D3 stimulates *Cyp24a1* expression in kidney, prostate, and skin cells from *Cyp27b1* knockout mice^14^.

Despite these reports, 25D3 has gained little attention as a direct ligand for the VDR because of several drawbacks. One is that the binding affinity of 25D3 to the VDR, which is several hundred-fold lower than that of 1,25D3, is thought to be too weak to evoke substantial gene regulation by the VDR^12,15,16^. However, its actual serum concentration is indeed high enough to exert the biological activity of 1,25D3 via its interaction with the VDR. Given that the serum concentration of 25D3 (25–200 nM)^17^ is 1000 times higher than that of 1,25D3 (50–150 pM)^18^, it might well overcome its low gene transcriptional activity due to its weaker binding potential to VDR compared with that of 1,25D3. Furthermore, *CYP27B1*, which is mainly expressed in the kidney, is also produced from several peripheral tissues such as the skin, lymph nodes, colon, pancreas, adrenal medulla, brain, placenta^19^, parathyroid^20^, ovary^21^, vascular endothelial cells^22^, mammary gland^23^, and prostate^24^, resulting in the local production of 1,25D3 in these tissues. Such versatile *CYP27B1* expression has often confused the interpretation of clinical studies or basic research using experimental animals or cultured cells in which 25D3 as well as 1,25D3 were utilised to examine their respective hormonal effects, at least in some cells, either concomitantly or independently.

Several epidemiological studies suggested that high serum vitamin D_3_ levels, estimated by measuring 25D3, play important roles in the prevention of various forms of cancer, including breast, colon, and prostate cancer^25–27^. Some *in vitro* studies using VDR-expressing prostate cancer LNCaP cells reported that EB1089^28^, a potent analogue of 1,25D3 as well as 1,25D3^29^ has inhibitory effects on the growth of cancer cells, implying that 1,25D3 might be effective as a therapeutic reagent for prostate cancer in some cases. However, the growth inhibitory action of 25D3 on prostate cancer is still controversial. In immortalised human prostate cell lines, such as PZ-HPV-7 cells, 10 nM of 25D3 was reported to have growth inhibitory activity^30^. It was also confirmed that PZ-HPV-7 cells barely possessed sufficient metabolic activity to produce 1,25D3 from administered 25D3 because of a lack of CYP27B1, which was confirmed by high-performance liquid chromatography and mass spectrometry experiments. This result indicates that 25D3 itself shows an anti-proliferative effect on PZ-HPV-7 cells^30^. Nevertheless, 25D3 did not show an anti-proliferative effect on LNCaP cells, which are also unable to convert 25D3 to 1,25D3^31^, implying that the anti-proliferative effect of 25D3 occurs in a cell type-specific manner. Of particular interest, the role of the VDR on the pathogenesis and outcome of prostate cancer has been discussed widely^32,33^.

In this study, we investigated the gene expression profiles and intracellular behaviour of the VDR after the administration of either vitamin D preparation to LNCaP cells to elucidate whether 25D3 showed overall hormonal activity that was similar to that of 1,25D3. First, quantitative real-time PCR (qRT-PCR), immunohistochemistry examining VDR nuclear translocation, and introduction of the corresponding small interfering RNAs (siRNAs) showed that LNCaP cells possess a functional 25D3-VDR signalling system in the absence of CYP27B1. Then, we performed microarray experiments to compare the exhaustive target gene profiles of 25D3 with those of 1,25D3.

## Results

### 25D3 regulates CYP24A1 gene expression without CYP27B1 activity

Several researchers reported that only a few prostate cells express abundant amounts of CYP27B1 protein, which can convert 25D3 to 1,25D3, while it was reported that LNCaP cells have no detectable CYP27B1 activity^24,31,34^. We reconfirmed the absence of CYP27B1 activity in LNCaP cells by using an ultrasensitive liquid chromatography-tandem mass spectrometry (LC-MS/MS) assay (see Supplemental Materials and Methods) (ASKA Pharmaceutical Co., Ltd., Tokyo, Japan). LNCaP cells were administered 10^−7^ M of 25D3 for 24 h after incubating the cells with serum-free RPMI-1640 medium minus 25D3 for 24 h. Then, the cell pellets obtained from 5.0 × 10^6^ cells and the culture medium were subjected to an LC-MS/MS assay for the quantification of vitamin D metabolites. The lower limit of detection of this assay was 1.2 × 10^−11^ M. We found that there was essentially no 1,25D3 in either the cell lysate or medium (Supplemental Table S2), indicating that LNCaP cells do not have CYP27B1 activity.

To elucidate whether 25D3 exerted physiological activity similar to that of 1,25D3, we investigated the effects of 1,25D3 and 25D3 on *CYP24A1* expression, which is a robust target gene of the 1,25D3-VDR axis, by qRT-PCR^7^. Endogenous *CYP24A1* mRNA expression in LNCaP cells transfected with non-targeting siRNA as a negative control (siCT cells) was stimulated by 1,25D3 in a dose-dependent manner (11,377-fold for 10^−9^ M, 88,243-fold for 10^−8^ M, and 933,762-fold for 10^−7^ M) (Table 1). Of note, *CYP24A1* gene expression was also up-regulated by 25D3 in a dose-dependent manner, although the dose of 25D3 required to obtain an effect comparable with that of 1,25D3 was 10–20 times higher, despite being used within its physiological range (see Discussion). Indeed, 10^−7^ M of 25D3 exerted a stimulatory effect that was several hundred-fold stronger than at 10^−8^ M and 70% weaker than at 10^−7^ M of 1,25D3 (Table 1). In the siRNA experiment, we employed *CYP27B1*-specific siRNA, which further decreased the inherently negligible amount of *CYP27B1* mRNA to 30% (Fig. 1A). In the cells transfected with siRNA specific for *CYP27B1* (siCYP27B1 cells) to dampen 1,25D3 generation more thoroughly as shown above, a concentration of 25D3 as high as 10^−7^ M again showed obvious stimulatory effects on *CYP24A1* stimulation (Table 1). These results indicated that 25D3 exerts hormonal activity on *CYP24A1* gene regulation even when there is no CYP27B1 activity in LNCaP cells.

**Table 1:** 1,25D3 and 25D3 induce *CYP24A1* expression in LNCaP cells.

siRNA	Hormone		Relative expression of *CYP24A1* toward to *TBP*
siCT	Vehicle		1 ± 1
	1,25D3	1.0 × 10^−9^ M	11377 ± 2941
		1.0 × 10^−8^ M	88243 ± 13597
		1.0 × 10^−7^ M	933763 ± 91765
	25D3	1.0 × 10^−9^ M	97 ± 123
		1.0 × 10^−8^ M	1054 ± 456
		1.0 × 10^−7^ M	242151 ± 42115
siCYP27B1	Vehicle		1254 ± 962
	1,25D3	1.0 × 10^−9^ M	85339 ± 2072
		1.0 × 10^−8^ M	565408 ± 35900
		1.0 × 10^−7^ M	4178137 ± 802982
	25D3	1.0 × 10^−9^ M	3125 ± 2986
		1.0 × 10^−8^ M	31561 ± 1706
		1.0 × 10^−7^ M	2149846 ± 383240

*CYP24A1* values are shown relative to them in vehicle-treated siCT cells.

**Figure 1:**
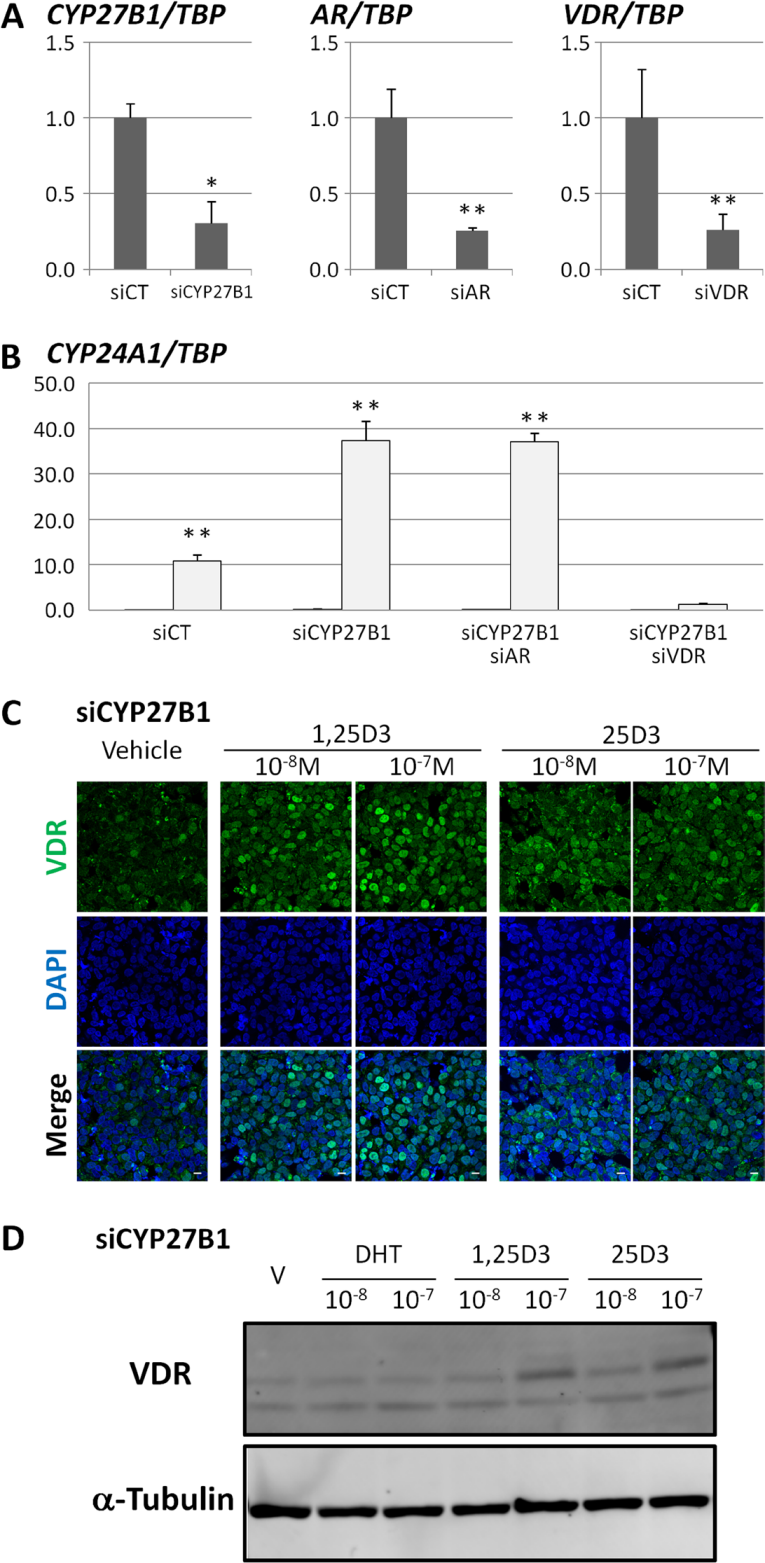
25D3 stimulates *CYP24A1* gene expression along with nuclear translocation of the VDR. (**A**) Non-targeting negative control siRNA (siCT), *CYP27B1* siRNA (siCYP27B1), *AR* siRNA (siAR), or *VDR* siRNA (siVDR) were transfected into LNCaP cells. At 24 h after transfection, *CYP27B1*, *AR*, and *VDR* expression was analysed by qRT-PCR. Expression of *TBP* was used as an internal control. Relative expression with respect to each siCT is presented. **P < 0.01 and *P < 0.05 compared with siCT. (**B**) At 24 h after the introduction of each siRNA, LNCaP cells were treated with 10^−7^ M of 25D3 for another 24 h. Expression of *CYP24A1* was analysed by qRT-PCR. Black and light grey bars indicate the results after vehicle and 25D3 treatment, respectively. Relative expression with respect to vehicle treatment is presented. **P < 0.01 compared with each vehicle. (**C**) Immunocytochemical analysis with an anti-VDR antibody was performed using siCYP27B1-introduced LNCaP cells. At 24 h after treatment with each hormone, western blotting was performed using an anti-VDR antibody. (Upper panel) VDR visualised with an Alexa 546-labelled secondary antibody (green). (Middle panel) Nuclear staining with DAPI (blue). (Lower panel) Merged images. Scale bar = 10 μm. (**D**) Western blotting of VDR proteins in LNCaP cells transfected with siCYP27B1 by using an anti-VDR antibody. An anti-α-tubulin antibody was used as a loading control. Uncropped version of the western blots are shown in Supplemental Fig. S2.

### 25D3 induces nuclear localization of the VDR

To elucidate which nuclear receptor was involved in the activation of *CYP24A1* by 25D3, we performed co-knockdown experiments using siRNAs specific to either the androgen receptor (*AR*) or *VDR* in addition to siRNA for *CYP27B1*. We confirmed the efficient knockdown of each nuclear receptor gene by qRT-PCR; *AR* was reduced to 25% and *VDR* was reduced to 26% (Fig. 1A). We administered 10^−7^ M of 25D3 to each siRNA-transfected LNCaP cell line for 24 h, then examined *CYP24A1* expression by qRT-PCR. We found that knockdown of the VDR alone in siCYP27B1 cells, but not the AR, contributed to the disappearance of the 25D3-dependent activation of *CYP24A1* expression (Fig. 1B). These results validated our hypothesis that 25D3-dependent *CYP24A1* expression is mediated by the VDR.

Then, we analysed the effect of 25D3 on the intracellular localization of the VDR in siCYP27B1 cells by immunocytochemistry and western blotting experiments with a VDR-specific antibody (D2K6W). In vehicle-treated siCYP27B cells, intranuclear VDR staining was observed in a small number of cells (Fig. 1C). On the other hand, the VDR in cells administered 1,25D3 showed strong nuclear signals in almost all cells in a dose-dependent manner, which was reproducibly and consistently observed in 25D3-treated siCYP27B1-LNCaP cells (Fig. 1C). This nuclear accumulation of the VDR was seen when we used a dose as low as 10^−8^ M of 25D3 and 1,25D3. Western blotting experiments from each hormone-treated LNCaP cell line also confirmed that 25D3 and 1,25D3 induced the nuclear accumulation of the VDR (Fig. 1D).

### Exhaustive gene expression profiles reveal that the effects of 25D3 are almost exclusively mediated by the VDR

To reveal the gene regulatory profiles induced by 25D3, we performed a series of microarray analyses. 

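LNCaP cells, a human prostate cancer line that expresses the VDR, were transfected with control siRNA (siCT), with siRNA against CYP27B1 (siCYP27B1) or with siRNAs against both CYP27B1 and the VDR (siCYP27B1 + siVDR). RNA from 8 cultures treated with vehicle, 1,25D3 or 25D3 was hybridised to 8 single-colour Agilent arrays. Hormones were given at 100 nM for 24 h. Each condition has 1 array except vehicle-treated siCT cells, which have 2. The labels call both of these replicate 1, and they were taken as separate cultures. The first siCT vehicle array was taken to share a slide with the 1,25D3 array and was its control. The other 6 arrays, with the siCT vehicle array used as the control of 25D3, were taken as another slide. Slides were told apart by the scan date only, so a slide here means the arrays scanned on the same date. The labels name TRIzol and an SV Total RNA kit for the extraction of RNA, and the Methods name an RNeasy Mini Kit. The authors deposited the scanner's background-subtracted signal of every spot, and a table of signal intensities over the 8 arrays in which 99.5% of the values were within 0.01, on the log2 scale, of a quantile normalization of those signals. The scanner signals were averaged over the spots of each probe and expressed on the log2 scale relative to the 75th percentile of their array. Between 45.1% and 48.1% of the probes were well above background on each array. Signals that were not were set to the lowest signal well above background on the same array, so that a ratio against such a signal is a lower bound. A probe entered a comparison when it was detected with a signal of at least 100 on at least 1 of the 2 arrays. The paper's text gives no formula for the Z-score, and it was computed as the log2 ratio minus the mean, divided by the SD, of the 1000 probes of nearest mean signal. With 1 array on each side of a ratio, no error or p-value can be given for that ratio, and the number of arrays limits the precision of every count.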

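The VDR probe (NM_001017535; chromosome 12, 48235502 to 48235561 on hg19, the build of all coordinates given here) had a signal of 1359 on the vehicle array and 1171 on the 25D3 array of siCT cells. In siCYP27B1 cells its signal was 1177 with vehicle and 833 with 25D3, and in siCYP27B1 + siVDR cells it was 255 and 232. On the slide of the 1,25D3 experiment it was 978 with vehicle and 1047 with 1,25D3. After scaling, the ratio between the vehicle arrays of siCYP27B1 + siVDR and siCYP27B1 cells was 0.202. The ratio of 25D3 to vehicle was 0.900 in siCT cells, 0.882 in siCYP27B1 cells and 0.974 in siCYP27B1 + siVDR cells, and the ratio of 1,25D3 to vehicle was 1.01. The CYP27B1 probe (NM_000785; chromosome 12, 58156576 to 58156635) was not well above background on any of the 8 arrays, so the effect of its siRNA cannot be read from them.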

Gene expression profiles were determined using total mRNA from either siCT cells or siVDR cells, together with or without the transient introduction of siCYP27B1 followed by treatment with 10^−7^ M of 25D3 for 24 h. The Z-score and ratio of activity after 25D3 treatment were calculated. At first, we focused on the common genes induced by 25D3 in both siCT cells and siCYP27B1 cells. We isolated 25D3 target genes satisfying the Z-score criteria ≥2.0 or ≤−2.0 and a ratio ≥1.5 or ≤0.66 in both siCT and siCYP27B1 cells. As a result, 195 probes and 184 probes were isolated as 25D3 target genes in siCT cells and siCYP27B1 cells, respectively (Fig. 2A: the gene list is presented in Supplemental Table S3A and B). 

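In siCT cells 303 of the 17104 probes compared met these criteria after 25D3, 211 of them higher and 92 lower. In siCYP27B1 cells 247 of 16428 did, 171 higher and 76 lower. Among the called probes detected on both arrays and changed in the same direction in both kinds of cells, the highest ratios in siCT cells were those of TMPRSS2 (26.3), KCNN2 (16.3) and PLAC1 (13.3), and the lowest were those of FAM184B (0.243), FOXQ1 (0.256) and SDCBP2 (0.339). In siCYP27B1 cells the highest were UGT1A6 (17.0), TMPRSS2 (16.6) and KCNN2 (12.1), and the lowest were FOXQ1 (0.317), VAV3 (0.370) and TNFRSF11B (0.379). The TMPRSS2 probe (NM_005656) lies on chromosome 21 from 42836904 to 42836963, the KCNN2 probe (NM_021614) on chromosome 5 from 113831835 to 113831894, and the FOXQ1 probe (NM_033260) on chromosome 6 from 1314629 to 1314688. CYP24A1 (NM_000782; chromosome 20, 52770946 to 52771005) was not well above background with vehicle, so that its signal was at least 34.5-fold higher after 25D3 in siCT cells and at least 104-fold higher in siCYP27B1 cells. By its other probe these bounds were 13.9-fold and 40.9-fold. The siCT count depended most on the vehicle array: 811 probes were called against the siCT vehicle array of the other slide, and VAV3, with a ratio of 0.492 in siCT cells, then had a log2 ratio of 0.74. Between the 2 siCT vehicle arrays themselves, which differ by no hormone, 791 of 18229 probes were called. The count in siCYP27B1 cells moved most with no minimum signal, to 586.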

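Of the probes called after 25D3, 166 were called in both siCT and siCYP27B1 cells with the same direction, 137 in siCT cells only and 81 in siCYP27B1 cells only. Of the 137 probes, 128 were well above background on both siCYP27B1 arrays, and 89.8% of these changed in the same direction there, with a median log2 ratio of 0.42 in the direction of the call. Of the 81 probes, 73 were well above background on both siCT arrays, and 93.2% of these changed in the same direction, with a median of 0.48. Across the 16210 probes tested in both kinds of cells and measured on the 4 arrays, Pearson's r between the log2 ratios was 0.60. This is a correlation across probes, which are not independent replicates.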

A Venn diagram of the target genes indicated that 126 probes were shared between siCT cells and siCYP27B1 cells (Fig. 2A: the gene list is presented in Supplemental Table S3C), while 69 targets were present specifically in siCT cells and 58 targets were present specifically in siCYP27B1 cells (Fig. 2A: the gene list is presented in Supplemental Table S3D and E), although the implications of these results, such as the notion that a concentration of 10^−7^ M of 25D3 was still too low in some cases, remain unresolved.

**Figure 2:**
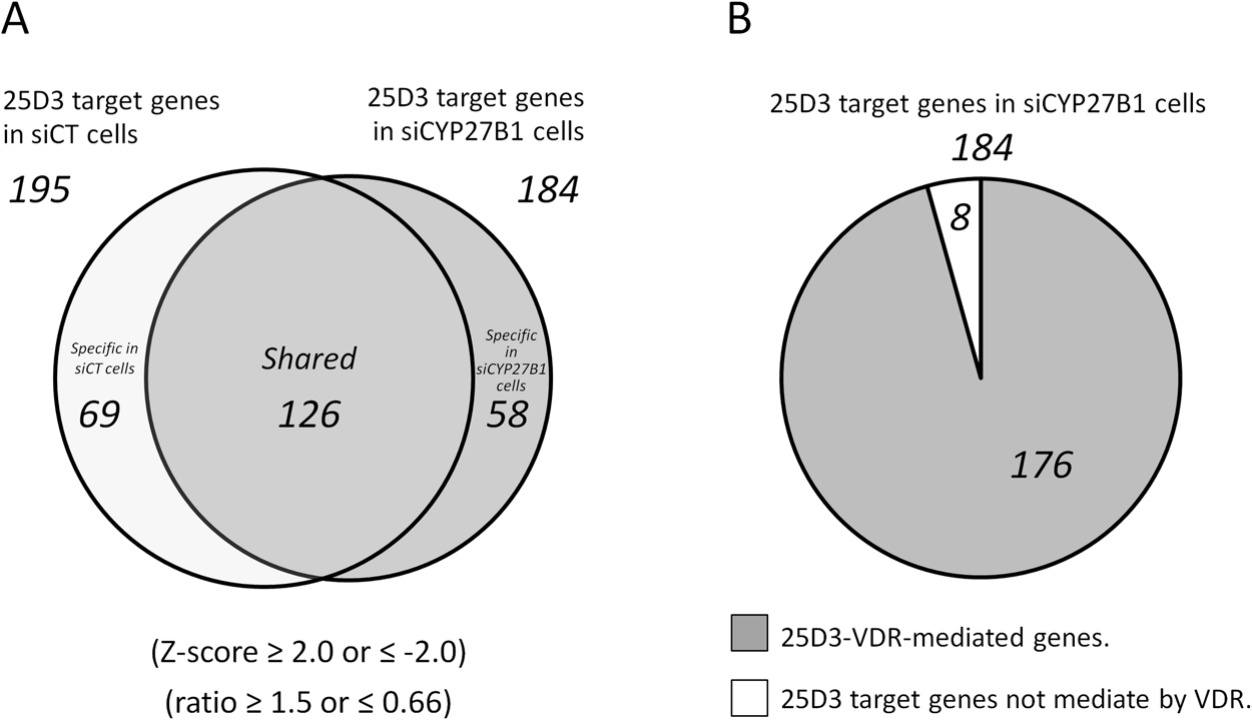
25D3 target gene profile mediated by the VDR. The exhaustive target gene profiles of 25D3 in LNCaP cells are presented. Venn diagram indicates the distribution of the 25D3 target genes in siCT cells and siCYP27B1 cells. The number of probes in each group is shown. (**A**) 25D3 target genes in siCT cells and siCYP27B1 cells were collected satisfying the conditions of a Z-score ≥ 2.0 or ≤−2.0 and ratio ≥1.5 or ≤0.66. (**B**) The proportion of genes whose regulation was mediated by the VDR in the grey area of (**A**) is presented. In this profile, genes showing a ratio ≥0.66 and ≤1.5 in doubly introduced siCYP27B1 + siVDR cells compared with vehicle-treated cells are presented in the grey area as ‘25D3-VDR-mediated target genes’.

Then, to investigate how the VDR contributed to the gene regulation program of 25D3 in siCYP27B1 cells, we performed microarray analysis using mRNAs derived from LNCaP cells with doubly introduced siCYP27B1 and siVDR. From 184 probes of the genes regulated by 25D3 in siCYP27B1 cells (Fig. 2A), we isolated genes satisfying our ratio criteria of ≤1.5 and ≥0.66 after treatment with 10^−7^ M of 25D3 in doubly introduced siCYP27B1 + siVDR cells, and we assigned them as 25D3-VDR-mediated target genes. 

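After 25D3 in siCYP27B1 + siVDR cells, 220 of the 247 target probes of siCYP27B1 cells (89.1%, 95% Wilson interval 84.6% to 92.4%, covering counting error only) had a ratio between 0.66 and 1.5. The same range held 99.6% of all probes tested in siCYP27B1 cells. Of the target probes, 34 had no detected signal of 100 on either siCYP27B1 + siVDR array, and 20 of these were within the range. Among the 232 target probes well above background on the 4 arrays, 213 (91.8%) were within the range. In siCYP27B1 + siVDR cells 210 of these 232 (90.5%) still changed in the same direction, against 56.7% of the 16410 probes tested that were measured on the same arrays. Their median log2 ratio in the direction of the call was 0.78 in siCYP27B1 cells and 0.21 in siCYP27B1 + siVDR cells. A part of this fall can come from choosing the probes on the siCYP27B1 arrays. With normexp background correction the share within the range was 96.0%, the largest move of this share among the alternatives.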

We found that 176 probes, 96% of the 184 species of 25D3 target genes in siCYP27B1 cells, were 25D3-VDR-mediated target genes (Fig. 2B; the gene list is presented in Supplemental Table S4A). 

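The other 27 target probes all changed in the same direction in siCYP27B1 + siVDR cells as in siCYP27B1 cells. None of the target probes, within or outside the range, had a larger change in siCYP27B1 + siVDR cells. The target probes were chosen on the siCYP27B1 arrays, so a smaller change on any other pair is partly built in. In siCT cells, with no siRNA against the VDR, 166 of the 247 were called in the same direction, and so lay outside the range. The 73 measured probes called in siCYP27B1 cells only had a median log2 ratio of 0.48 there. Of these 27 probes, 8 were not well above background on at least 1 of the 4 arrays. After 25D3 in siCYP27B1 + siVDR cells the ratio was 4.87 for KCNN2, 3.89 for TMPRSS2, 2.28 for UGT1A6, 1.52 for TRIB1 (NM_025195; chromosome 8, 126450454 to 126450513) and 0.618 for MT1F. The signal of CYP24A1 was at least 2.92-fold higher. In the screen of these cells with both criteria, 51 of 16616 probes were called, 38 higher and 13 lower.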

The 8 25D3 target genes that were seemingly not regulated by the VDR (Fig. 2B) are listed in Supplemental Table S4B. These results indicated that the VDR has a crucial role as a nuclear receptor in 25D3 signalling in LNCaP cells.

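The loss of the response with siVDR was tested with limma on all 8 arrays and 19116 probes, with a baseline for each siRNA and slide and with 25D3 in siCT and siCYP27B1 cells as replicates of one 25D3 effect. At a Benjamini-Hochberg adjusted p of 0.05, 1418 probes had a 25D3 effect (784 higher and 634 lower), and for 290 the 25D3 effect differed with siVDR (99 higher and 191 lower). The log2 difference with siVDR was −1.04 for TSC22D3 (NM_004089; SE 0.11, limma adjusted p = 7.65e-12) and −0.90 for PPFIBP2 (NM_003621; SE 0.15, limma adjusted p = 1.17e-05). For both of these genes the ratio to vehicle was lower with siVDR than in both siCT and siCYP27B1 cells. The fit leaves 1 residual degree of freedom, from the 25D3 responses of siCT and siCYP27B1 cells. With siVDR there is 1 array with 25D3 and 1 with vehicle, which are assumed to vary like the others, so that the SEs and p-values do not measure their own spread. Without the slide baselines, limma called 0 probes for this difference, and 66 had an unadjusted p under 0.05. From the effect of siVDR on the 25D3 target genes, the paper concludes that the VDR has a central part in 25D3 signalling in these cells.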

### The 25D3 target gene profile is within the range of the 1,25D3 target gene profile

To verify the bioactivity of 25D3, comprehensive microarray analyses were performed using each mRNA sample from vehicle- vs 1,25D3-administered siCT cells and vehicle- vs 25D3-administered siCYP27B1 cells, respectively. We collected their target gene profiles satisfying a Z-score ≥ 2.0 or ≤−2.0 and a ratio ≥1.5 or ≤0.66. 

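After 1,25D3, 438 of the 18600 probes compared in siCT cells met the criteria, 278 higher and 160 lower. Among called probes with a gene symbol detected on both arrays, TMPRSS2 (24.1), KCNN2 (11.4) and a probe of KIAA1704 (7.51) had the highest ratios. The lowest in this set were those of a probe of MT1H (0.168), RXRG (0.193) and FHL3 (0.198). The brighter probe of KIAA1704 had a ratio of 1.16. CYP24A1 was at least 11.6-fold higher, against a vehicle signal not well above background. Its other probe had a log2 ratio of 1.81 and was not called at a ratio of 2. Of the 438 probes, 239 (54.6%) lay in the first 100 of the 384 rows of the array, which held 28.2% of the probes compared. The share called was 6.77% in rows 1 to 32, and between 1.07% and 1.94% in the groups of rows above row 100. After 25D3 in siCT cells, on the other slide, it lay between 1.26% and 2.14% in all groups of rows. RXRG, FHL3 and the KIAA1704 probe with the high ratio lie in rows 57, 22 and 7. The limit of 100 rows was set after the calls had been seen, and with these rows left out 281 probes were called. The count rose most with a single mean and SD over all probes for the Z-score, to 829, and fell most with these rows left out and both arrays detected, to 210. Against the siCT vehicle array of the other slide, the log2 ratios of RXRG and FHL3 were 0.65 and 0.68.

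**Figure D1:**
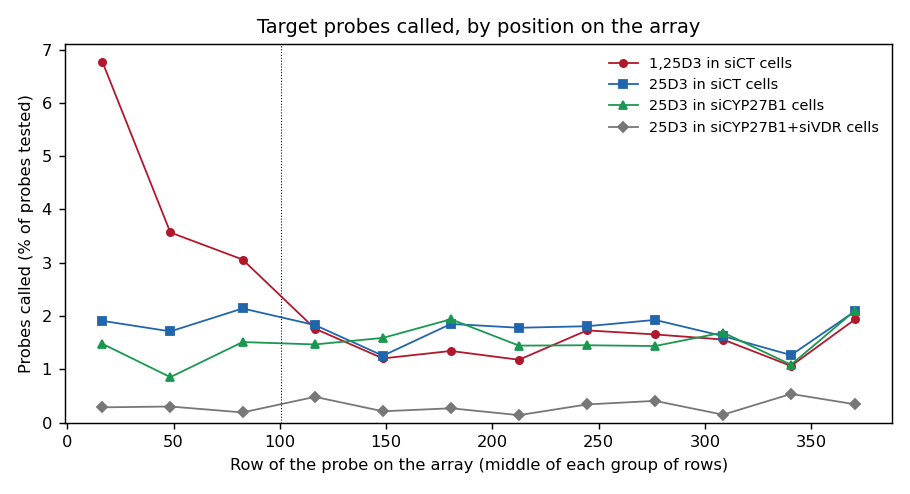
Percent of the probes compared that met the criteria of Z-score and ratio (vertical axis) by row of the array (horizontal axis, groups of rows), for the 4 comparisons of hormone and vehicle. The dotted line marks row 100. The line of 1,25D3 stands at 6.77% in rows 1 to 32 and below 2% in all groups above row 100.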

As shown in Supplemental Tables S3B and S5, 263 probes were identified as 1,25D3 target genes in siCT cells and 184 probes were identified as 25D3 target genes in siCYP27B1 cells. Gene ontology (GO) term analysis was performed using the term ‘Biological Process’, revealing that 1,25D3 and 25D3 regulated diverse GO terms. 

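Several of the other genes listed for 1,25D3 in Table 2 were called by probes in the first 100 array rows: RNF2 (ratio 1.94, row 28), GPCPD1 (1.68, row 13) and XRCC2 (0.637, row 43). The other detected probe of RNF2 had a ratio of 1.04. For RLIM the brighter probe had a ratio of 1.06, and another probe, in row 18, went past the lower limit with 0.425. TNFSF4 (2.76), BCL6 (2.31), TRIB1 (2.13), ZYX (1.76), SMAD7 (1.67) and LYN (1.56) were called, and all of these but SMAD7 have their probes outside those rows. CLU (0.622), LFNG (0.602) and LEF1 (0.544), with probes outside them too, were called as well. NEDD4L, in row 90, was called with a ratio of 1.50, while SLC7A2 (0.661) and STARD3 (1.34) were not called. Of the genes listed for 25D3 only, DDIT4 (1.61) and ID2 (0.622) were called after 25D3 in siCYP27B1 cells.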

For the 1,25D3 target genes, several metallothionein (*MT*) genes (*MT1B*, *MT1E*, *MT1F*, *MT1G*, *MT1L*, *MT1X*, and *MT2A*) formed the GO terms of ‘Cellular response to zinc ion’, ‘Negative regulation of growth’, and ‘Cellular response to cadmium ion’ (Table 2). On the other hand, for the 25D3 target genes, GO terms of ‘Flavonoid biosynthetic process’ and ‘Flavonoid glucuronidation’ were distinguished and consisted of the *UGT2B* gene family (*UTG2B7*, *UGT2B10*, *UGT2B11*, and *UGT2B15*), although *UGT2B7* and *UGT2B10* were also listed in ‘lipid metabolic process’ of the 1,25D3 GO term (Table 2).

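All 7 of these genes were called after 1,25D3. Their probes lie on chromosome 16 between 56643332 and 56717141. The ratio was 0.199 for MT1G (NM_005950), 0.230 for MT1L (NR_001447), 0.232 for MT1E (NM_175617), 0.252 for MT1F (NM_005949), 0.258 for MT1B (NM_005947), 0.265 for MT2A (NM_005953) and 0.358 for MT1X (NM_005952). The probes of MT1X, MT1G and MT1L lie in array rows 1, 19 and 69, and the others in rows 106 to 306. Whether each probe detects its own gene alone, in a family of similar sequences, was not tested. Over the 9 metallothionein genes detected, the median log2 ratio was −1.96, below the median of each of 10000 random lists matched on signal. All 9 were lower after 1,25D3, with 1 culture per condition. Against the siCT vehicle array of the other slide the median was −1.54, again with all 9 lower. Between the siCT vehicle arrays, 8 of the 9 genes were lower on the slide of 25D3 (median log2 −0.51), and MT2A had a ratio of 1.13. The median was below that of each random list in this comparison too, and after 25D3 in siCT, siCYP27B1 and siCYP27B1 + siVDR cells (−1.04, −0.23 and −0.48), so that the random lists do not single out 1,25D3.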

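After 25D3 in siCYP27B1 cells, the ratio was 0.492 for UGT2B7 (NM_001074), 0.654 for UGT2B10 (NM_001075), 0.612 for UGT2B11 (NM_001073) and 0.641 for UGT2B15 (NM_001076), and all were called. These probes lie on chromosome 4 between 69512758 and 70066280. After 1,25D3 the ratios were 0.364, 0.564 and 0.524 for UGT2B7, UGT2B10 and UGT2B11, which were called, and 0.739 for UGT2B15, which was not. In siCT cells after 25D3 only UGT2B7 was called (0.499), and the other ratios were between 0.746 and 0.846. With siVDR the ratios were between 0.708 and 0.913. The median log2 ratio of the UGT2B genes was −0.68 after 25D3 in siCYP27B1 cells, −0.36 after 25D3 in siCT cells, −0.17 with siVDR and −0.88 after 1,25D3. Against the siCT vehicle array of the other slide it was −0.20 after 1,25D3, at percentile 51.7 of random lists and with 1 of the 4 higher, and −1.04 after 25D3 in siCT cells. UGT2B7 had a ratio of 0.231 between the siCT vehicle arrays, and a log2 ratio of 0.66 when 1,25D3 was set against the siCT vehicle array of the other slide. By limma, with the 1,25D3 array assumed to vary like those of 25D3, the log2 difference between the 1,25D3 and 25D3 effects was 0.00 for UGT2B15 (SE 0.11, adjusted p = 1.00) and −0.37 for UGT2B10 (SE 0.11, adjusted p = 0.0357), where it was 0.10 and did not pass without the slide baselines.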

**Table 2:** GO analysis of 1,25D3 and 25D3 target genes.

Hormone	GO Term (Biological Process)	Gene Count	Gene Name	P-Value
1,25D3	Cellular response to zinc ion	7	MT1B, MT1E, MT1F, MT1G, MT1L, MT1X, MT2A	4.0E-08
	Negative regulation of growth	7	MT1B, MT1E, MT1F, MT1G, MT1L, MT1X, MT2A	4.0E-08
	Cellular response to cadmium ion	4	MT1E, MT1F, MT1G, MT1X	8.0E-04
	Negative regulation of sequence-specific DNA binding transcription factor activity	5	SMAD7, RNF2, RLIM, TRIB1, TNSF4	4.3E-03
	Regulation of inflammatory response	5	BCL6, LYN, SLC7A2, TNFSF4, ZYX	5.1E-03
	Response to metal ion	3	MT1X, MT2A, NEDD4L	5.1E-03
	Lipid metabolic process	7	STARD3, UGT2B10, UGT2B7, CLU, G6PD, GPCPD1, NPHP3	8.0E-03
	Somitogenesis	4	LFNG, NKX3.1, XRCC2, LEF1	9.0E-03
25D3	Flavonoid biosynthetic process	4	UGT2B10, UGT2B11, UGT2B15, UGT2B7	4.1E-04
	Flavonoid glucuronidation	4	UGT2B10, UGT2B11, UGT2B15, UGT2B7	5.5E-04
	Negative regulation of peptidyl-threonine phosphorylation	3	DDIT4, SMAD7, CALM1	4.6E-03
	Negative regulation of sequence-specific DNA binding transcription factor activity	4	SMAD7, ID2, TRIB1, TNFSF4	9.9E-03

To reveal the comprehensive gene regulatory profiles, we applied more strict criteria (Z-score ≥ 2.0 or ≤−2.0 and ratio ≥2.0 or ≤0.5). As shown in Fig. 3A, 76 probes were identified as 1,25D3 target genes in siCT cells and 46 probes were identified as 25D3 target genes in siCYP27B1 cells (the gene list is provided in Supplemental Table S6A and B). These two groups shared 36 probes in common (the gene list is provided in Supplemental Table S6C). 

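At these criteria 205 probes were called after 1,25D3 in siCT cells, 123 higher and 82 lower, and 88 after 25D3 in siCYP27B1 cells, 75 higher and 13 lower. After 25D3 in siCT cells 116 probes were called. Of the 205 probes, 130 lay in the first 100 array rows. When a detected signal of at least 100 was required on both arrays of a comparison, the counts were 104 for 1,25D3 and 52 for 25D3 in siCYP27B1 cells. With a single mean and SD over all probes for the Z-score, the count for 1,25D3 was 829 at this ratio too, since the Z-score was then the stricter criterion.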

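Here 46 probes were called after both 1,25D3 in siCT cells and 25D3 in siCYP27B1 cells, with the same direction. With 25D3 in siCT cells in place of siCYP27B1 cells, 60 probes were shared with 1,25D3. These comparisons have no array in common.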

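In the screen at this ratio, 42 of the 25D3 target probes (47.7%) and 159 of the 1,25D3 target probes (77.6%) were called for 1 hormone only. Of the 42 probes, 23 were well above background on both arrays of the 1,25D3 comparison, and 91.3% of these changed in the same direction after 1,25D3, with a median log2 ratio of 0.87 in the direction of the call. Some met the ratio after 1,25D3 and missed the call by Z-score or signal minimum, such as TEKT5 (log2 ratio 2.59) and a probe of EFL1 (1.30). AGAP7 (−0.44 after 1,25D3, 1.21 after 25D3) and FAR1 (0.21 and −1.29) went the other way. Among the 159 probes, POTED met the ratio after 25D3 (log2 ratio 1.31) without being called. Of the 159 probes, 123 were well above background on both siCYP27B1 arrays, and 62.6% of these changed in the same direction after 25D3, with a median of 0.09. The 159 probes comprise 122 in the first 100 array rows and 37 in the other rows. Among those measured after 25D3, the share with the same direction was 51.1% in the first 100 rows (median 0.02) and 91.4% in the other rows (median 0.58). Over the 16139 probes tested for both hormones it was 59.6%.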

Interestingly, the 25D3-specific population was small and consisted of 22% of the 25D3 target genes (Fig. 3A: 10/46; the gene list is presented in Supplemental Table S6E), while the 1,25D3-specific population consisted of approximately 53% of the 1,25D3 target genes (Fig. 3A: 40/76; the gene list is presented in Supplemental Table S6D). These results indicated that the gene profiles of 1,25D3 and 25D3 were largely overlapping, while 1,25D3 could independently regulate a certain set of genes which 25D3 could not regulate, even at the highest concentration used in the present study. 

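In the limma fit 1847 probes had a 1,25D3 effect (1008 higher and 839 lower), and for 682 the effects of 1,25D3 and 25D3 differed, 260 with a higher and 422 with a lower log2 ratio after 1,25D3. The 1,25D3 array is a lone sample in this fit, with a spread taken from the 25D3 responses of siCT and siCYP27B1 cells. The SD of the log2 ratios was 0.52 for 1,25D3, on slide 1, and 0.24 and 0.25 for 25D3 in these cells, and the counts hold only if 1,25D3 varies like 25D3. With the first 100 array rows left out, an alternative chosen after seeing the data, 1 probe was past it and 440 had an unadjusted p under 0.05. Without the slide baselines limma called 0 probes, with 391 at an unadjusted p under 0.05. With a detected signal of at least 100 on all 8 arrays, set before the data were examined, far fewer differences passed too. Across 16139 probes, Pearson's r between the log2 ratios of 1,25D3 and of 25D3 in siCYP27B1 cells was 0.52. From the shared and specific targets, the paper concludes that the profiles of the hormones overlap largely, while 1,25D3 regulates a set of genes that 25D3 does not.

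**Figure D2:**
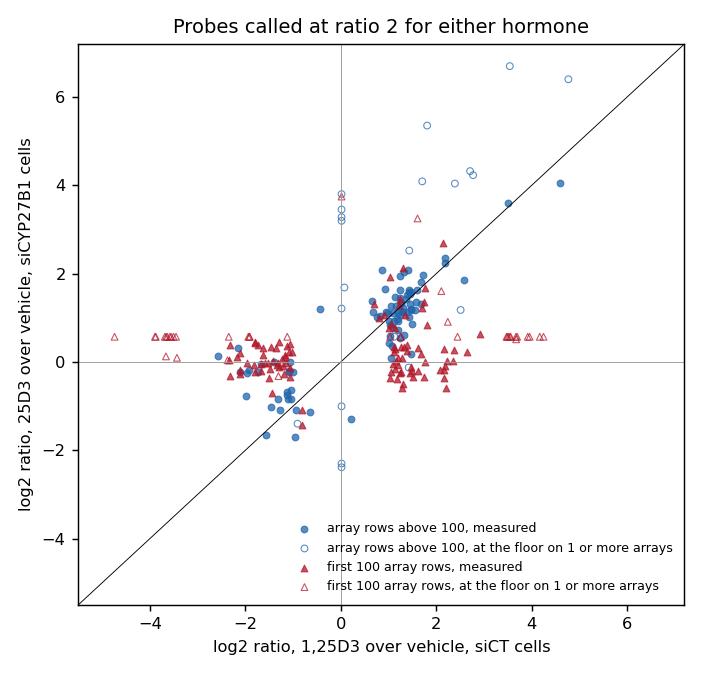
Log2 ratio after 25D3 in siCYP27B1 cells (vertical axis) against log2 ratio after 1,25D3 in siCT cells (horizontal axis) of the probes called at ratio 2 for either hormone. Blue circles are probes in the rows above row 100, red triangles probes in the first 100 rows, open markers probes not well above background on at least 1 of the 4 arrays, and the line marks equal ratios. Most blue circles lie near the line, and many red triangles lie near 0 on the vertical axis.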

We then reconfirmed the microarray results of some genes selected from each target group using qRT-PCR. For example, *SLC39A10* and *MT2A* were screened as 1,25D3-specific targets, although even 10^−7^ M of 25D3 had no discernible effect on their expression; *PPFIBP2* and *TSC22D3* were screened as common targets; and *CHAC1* and *G6PD* were assessed as 25D3-specific targets (Fig. 3B). These results supported the hypothesis that 25D3-specific targets exist, but form a small population. 

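On the arrays, SLC39A10 (NM_020342; chromosome 2, 196601344 to 196601403) had a ratio of 2.77 after 1,25D3, 1.13 after 25D3 in siCYP27B1 cells and 1.67 after 25D3 in siCT cells, where it was called. The log2 difference between the 1,25D3 and 25D3 effects was 1.01 (SE 0.20, limma adjusted p = 0.000285). For MT2A (chromosome 16, 56643332 to 56643391) the ratio was 0.877 after 25D3 in siCYP27B1 cells, and the difference was −1.31 (SE 0.14, limma adjusted p = 3.08e-11). PPFIBP2 (chromosome 11, 7674673 to 7674732) had ratios of 2.46 after 1,25D3 and 2.18 after 25D3 in siCYP27B1 cells, a difference of 0.17 that did not pass the test (SE 0.15, limma adjusted p = 0.986). TSC22D3 (chromosome X, 106956486 to 106956545) had ratios of 2.19 and 2.77, and its difference of −0.27 did not pass either (SE 0.11, limma adjusted p = 0.247). CHAC1 (NM_024111; chromosome 15, 41248631 to 41248690) had ratios of 0.962 and 1.69, and 1.77 by its other probe after 25D3. Its ratio after 25D3 in siCT cells was 0.998, and its difference of −0.43 did not pass the test (SE 0.15, limma adjusted p = 0.137). The fit takes the 25D3 effect from siCT and siCYP27B1 cells together, while 1,25D3 has 1 array on the other slide. With 1 residual and 76.0 prior degrees of freedom, the SEs rest on the spread of all probes. They hardly carry the gap between these cells for a single gene. After 25D3, the log2 ratios in siCT and siCYP27B1 cells were −1.02 and −0.19 for MT2A, and 0.74 and 0.17 for SLC39A10. The SEs and p-values therefore measure neither this gap nor the spread of the 1,25D3 response. No difference of these genes passed without the slide baselines, and those of SLC39A10 and MT2A did not pass with the first 100 array rows left out, which was chosen after seeing the data. TBP, the reference gene of the qRT-PCR, had log2 ratios of 0.25 after 1,25D3 and 0.14 after 25D3 in siCYP27B1 cells.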

Again, we raise the possibility that even 10^−7^ M of 25D3 was still too low in some cases. The significance of the result that 10 genes, 2 of which (right panel of Fig. 3B) were analysed further by qRT-PCR, were 25D3-specific genes remains unsolved and is currently being investigated in our laboratory.

**Figure 3:**
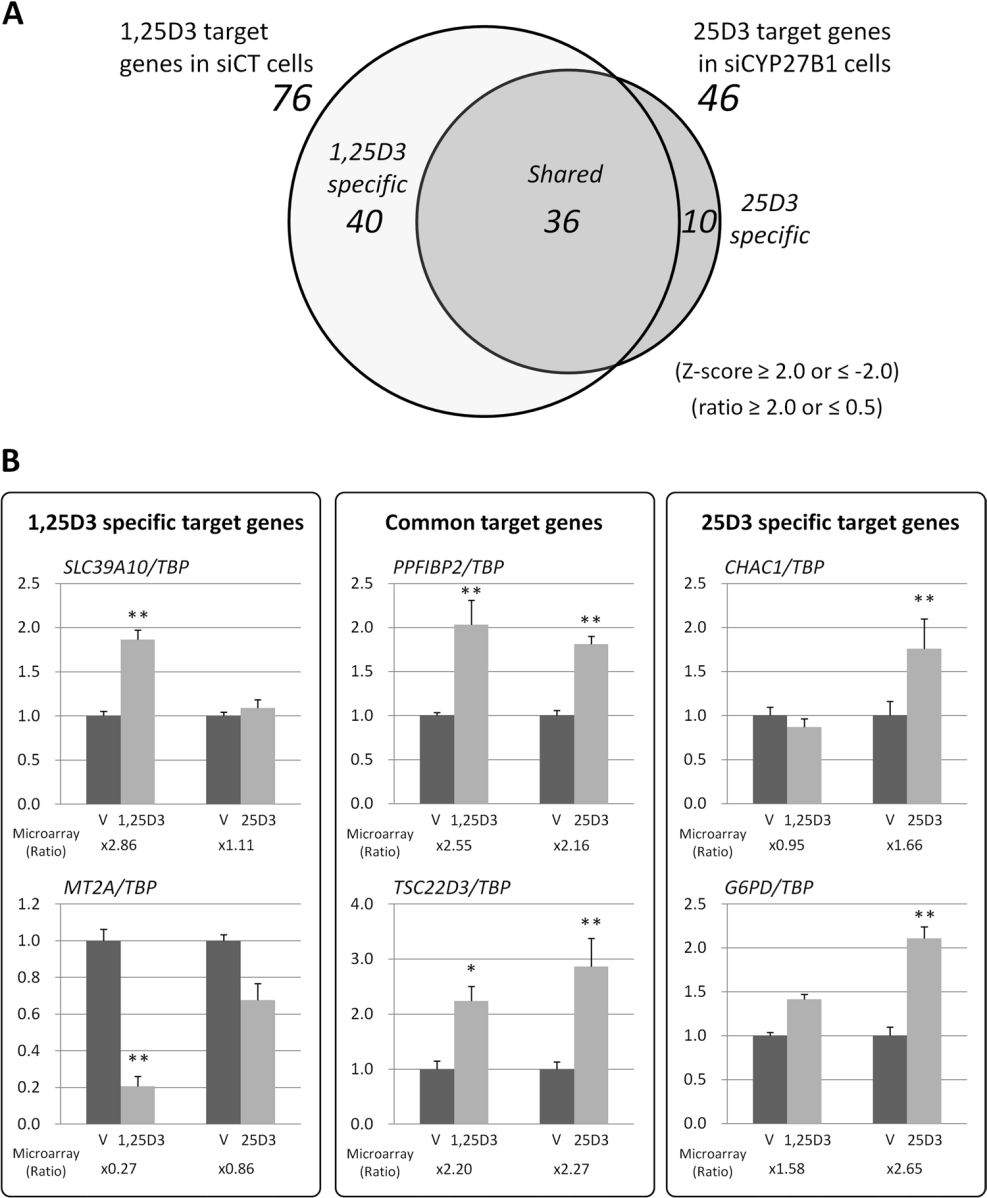
Comparison of 1,25D3 and 25D3 target gene profiles in LNCaP cells. (**A**) Venn diagram showing the distribution of 1,25D3 target genes in siCT cells and 25D3 target genes in siCYP27B1 cells. Screening condition: Z-score ≥ 2.0 or ≤−2.0 and ratio ≥2.0 or ≤0.5. (**B**) qRT-PCR analyses of some genes selected from each target population are shown. *SLC39A10* and *MT2A* were selected from the 1,25D3-specific target genes in siCT cells. *CHAC1* and *G6PD* were selected from the 25D3-specific target genes in siCYP27B1 cells. *PPFIBP2* and *TSC22D3* were selected as common target genes in both groups. Black and light grey bars indicate the results after vehicle (V) and 1,25D3 or 25D3 treatment, respectively. Each ratio calculated from the microarray data is presented below each graph. **P < 0.01 and *P < 0.05 compared with each vehicle. Data are shown relative to vehicle treatment and presented as the mean ± SD (n = 4).

### Repression of *MT2A* reduces the proliferation of LNCaP cells

Hitherto, we identified several *MT* genes as 1,25D3 targets (Table 2). Especially, *MT2A*, which showed the highest expression among them in LNCaP cells (Supplemental Table S7), was repressed specifically by 1,25D3, but not 25D3 (Fig. 3B). 

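In siCT cells, MT2A had a ratio of 0.491 after 25D3 and was called, also at the criterion of 0.5. Against the siCT vehicle array of the other slide this ratio was 0.557, and that of 1,25D3 was 0.234. In siCYP27B1 + siVDR cells the ratio after 25D3 was 0.738, which was not called. By limma, the 25D3 effect on MT2A with siVDR differed from that without it by 0.17 on the log2 scale (SE 0.14, adjusted p = 0.991). The effect without siVDR takes together log2 ratios of −1.02 in siCT and −0.19 in siCYP27B1 cells. With siVDR it was −0.44, lower than in the siCYP27B1 cells, and this difference alone was not tested.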

We hypothesised that this repression of *MT2A* was involved in the 1,25D3-specific anti-proliferative function in LNCaP cells because recent reports suggested that the elevated expression of *MTs* was correlated with many types of cancer and their lethality^35,36^. Quantitative reduction of *MT2A* expression by introducing two different specific siRNAs for the *MT2A* gene was performed, resulting in its expression decreasing to 33% by siMT2A-1 and 32% by siMT2A-2 (Fig. 4A). Using the cultured cells after the introduction of each siRNA for 96 h, we investigated their proliferation. As a result, both of their relative growth rates were decreased significantly to 70% compared with the proliferation of siCT cells (Fig. 4B). Subsequently, we investigated the anti-proliferative action of 1,25D3 and 25D3 in these siMT2A cells. It has been reported that 1,25D3 shows an anti-proliferative effect on the growth of LNCaP cells^31^. We confirmed that 1,25D3 decreased cell proliferation in a dose-dependent manner, while 25D3 completely lacked such an effect in LNCaP cells (Supplemental Fig. S1). siCT cells showed a significant decrement in proliferation to 69% after 1,25D3 administration (Fig. 4C). However, in both siMT2A-1 and siMT2A-2 cells, neither 1,25D3 nor 25D3 exhibited further growth repressive effects (Fig. 4C). These results suggested that repression of *MT2A* expression was important for 1,25D3 to exert its anti-proliferative action.

**Figure 4:**
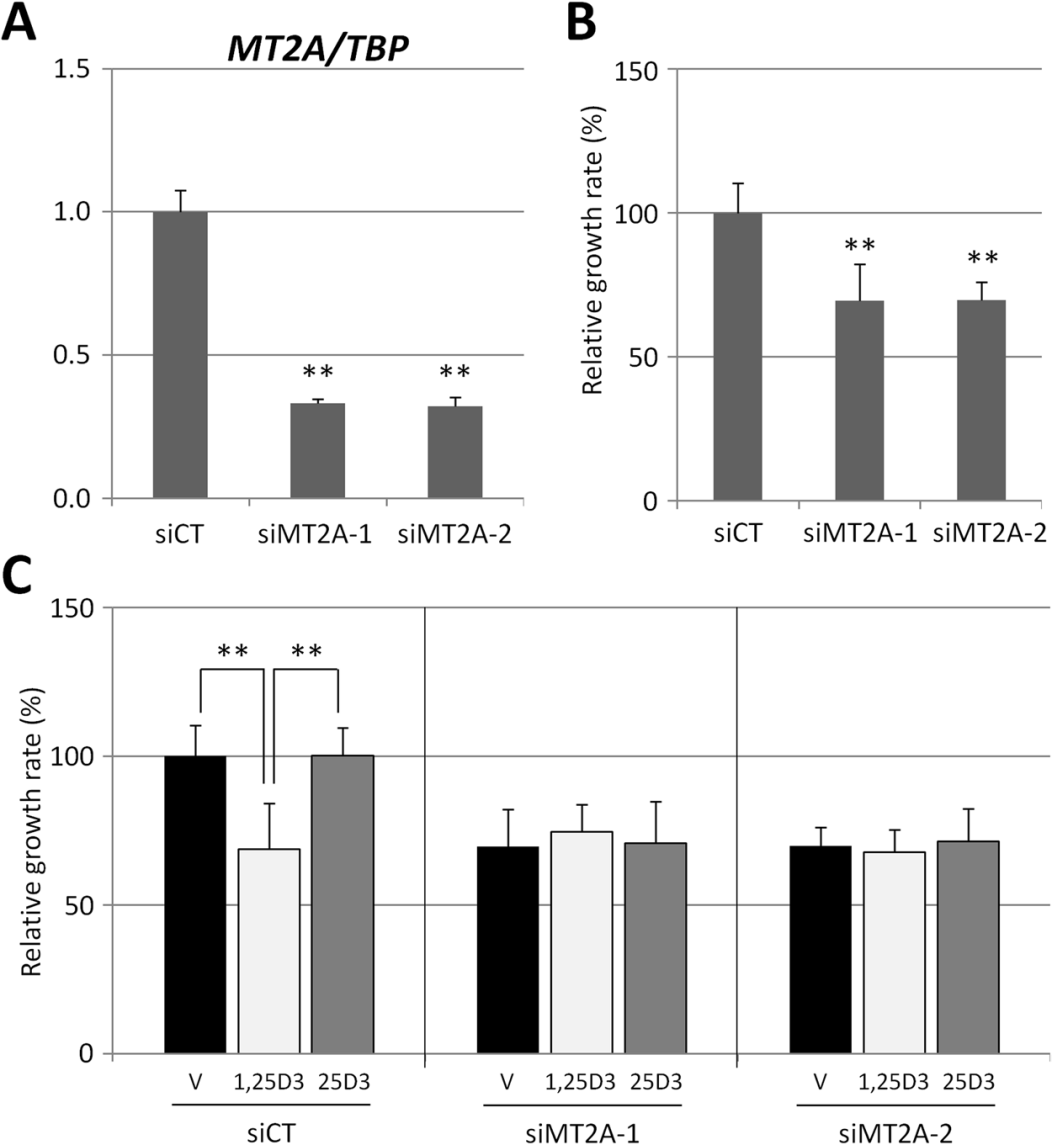
Knockdown of *MT2A* reduces the cellular proliferation of LNCaP cells. (**A**) Control siRNA (siCT) and two different *MT2A* siRNAs (siMT2A-1 and siMT2A-2) were introduced into LNCaP cells, respectively. At 24 h after transfection, *MT2A* mRNA was analysed by qRT-PCR. Data were normalised to *TBP* and presented as a relative ratio to siCT. **P < 0.01 compared with siCT. (**B**) siCT, siMT2A-1, and siMT2A-2 cells were seeded with the introduction of each siRNA in the presence of 10% CS-FBS-medium, respectively. Where indicated, relative cell numbers were counted in comparison to vehicle after incubation for 96 h. Data are shown relative to vehicle (%) and presented as the mean ± SD (n = 8). **P < 0.01 compared with vehicle. (**C**) Introduction of siRNAs and cell seeding were performed in a similar way to (**B**). After incubation for 24 h, the cells were treated with vehicle (V), 10^−7^ M of either 1,25D3 or 25D3 for another 72 h, and then the number of cells was counted. Data are shown relative to siCT-vehicle (%) and presented as the mean ± SD (n = 8). **P < 0.01.

## Discussion

Prostate cancer is one of the most common malignancies in men. As the carcinoma advances, lethal metastasis often reduces quality of life. Aside from antiandrogens, one unanticipated, but promising, alternative is the use of vitamin D3, 1,25D3, or calcitriol, which exerts prodifferentiative, antiproliferative, and proapoptotic effects on prostate cancer cells both *in vitro* and *in vivo*^37^. To date, clinical trials of calcitriol, either alone or in combination with other chemotherapeutic agents have been conducted in patients with castrate-resistant prostate cancer^38–44^, resulting in limited antitumor benefits. More recently, the relationship between the VDR and prostate cancer has been investigated rigorously^45,46^. Conversely, the additive therapeutic role of vitamin D metabolites has been discussed widely in the treatment of oestrogen receptor-negative breast cancer in which the effects of anti-oestrogenic compounds seem to have some beneficial roles^47^.

We hypothesised that 25D3 is an active vitamin D_3_ ligand for the VDR in certain experimental conditions and cell lines. To strengthen our hypothesis, it is imperative to shut down the intracellular production of 1,25D3 by CYP27B1. It was reported that the mRNA expression and/or 1α-hydroxylase activity of CYP27B1 tend to decline during the progression of tumour development and the acquisition of higher malignant characteristics in prostate cancer^24^. Whitlatch and colleagues investigated CYP27B1 expression in several prostate tissues, including primary cultures of normal prostate, benign prostatic hyperplasia, and prostate cancer and its cell lines^34^. They found that normal prostate cells exhibited the highest expression of CYP27B1 among the tissues examined, while its expression was decreased in the following order: normal prostate, benign prostatic hyperplasia, and finally prostate cancer and its cell lines. These findings suggest that the malignant progression of prostate tissue certainly reduces *CYP27B1* expression. Indeed, some reports have shown^24,48^, and we have also confirmed, that its activity was extremely low or non-detectable in LNCaP cells using an ultrasensitive LC-MS/MS assay (Supplemental Table S2), indicating that LNCaP cells lose CYP27B1 activity. We further treated LNCaP cells with siRNA for CYP27B1 to dampen further any residual CYP27B1 activity, if any. Thus, we concluded that the series of responses induced by 25D3 observed in this study were ascribed to *bona fide* 25D3 action.

We realised that there might be a cell type-specific outcome for the anti-proliferative effect of 25D3 on prostate cancer cells. We reconfirmed that 25D3, unlike 1,25D3, lacked the anti-proliferative function in LNCaP cells (Supplemental Fig. S1) reported by others^31^. On the other hand, PZ-HPV-7 cells, which were derived from normal prostate tissue, were demonstrated to be sensitive to the anti-proliferative action of 25D3; an analogue of 25D3, 25(OH)-19-nor-D3, which is rarely subjected to 1α-hydroxylation, and 25D3 itself showed anti-proliferative effects in this cell line^30,49^. Such discrepant sensitivity to 25D3 may be due to the fact that PZ-HPV-7 cells have acquired a distinct functional machinery along with specific proliferative apparatus in response to 25D3. Gene profiling of LNCaP cells revealed that the MT genes *MT1B*, *MT1E*, *MT1F*, *MT1G*, *MT1L*, *MT1X*, and *MT2A* were repressive target genes of 1,25D3 but not 25D3 (Table 2); especially, *MT2A* was found to be markedly repressed by 1,25D3 by using qRT-PCR (Fig. 3B). 

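For the other 6 of these genes, the ratio after 25D3 lay between 0.421 and 0.570 in siCT cells, where all were called, and between 0.585 and 0.895 in siCYP27B1 cells, where only MT1F was called. In siCYP27B1 + siVDR cells it lay between 0.618 and 0.724. Over the 9 metallothionein genes detected, the median log2 ratio after 25D3 was −1.04 in siCT cells, −0.23 in siCYP27B1 cells and −0.48 in siCYP27B1 + siVDR cells, and all 9 were lower in each. These directions held under quantile normalization, normexp and the authors' deposited values. By the other detected probes of MT1H and MT1X, however, the log2 ratio after 25D3 in siCYP27B1 cells was 0.13 and 0.14.

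**Figure D3:**
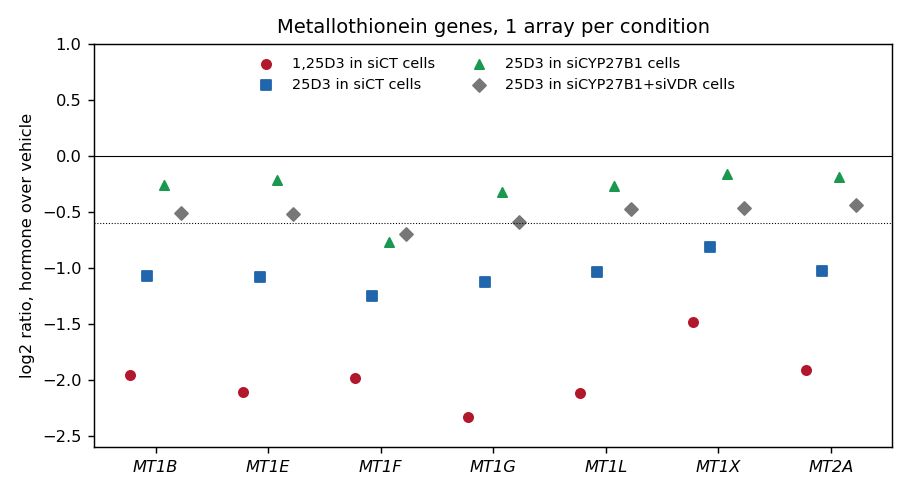
Log2 ratio of hormone to vehicle (vertical axis) for the 7 metallothionein genes named in Table 2 (horizontal axis), 1 point per gene and comparison. The dotted line marks a ratio of 0.66. The points of 1,25D3 lie lowest for every gene, those of 25D3 in siCT cells lie between them and the line, and those of 25D3 in siCYP27B1 cells lie above the line except for MT1F.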

MTs, which form a gene family consisting of several *MT1s*, *MT2A*, *MT3*, and *MT4*, were identified originally as heavy metal ion binding proteins and responsible for the maintenance of cellular metal homeostasis^50,51^. Recently, the expression of *MT* genes was reported to be correlated with the carcinogenesis of several tumours and tumour progression, including prostate cancer^35,36^. The robust repression of *MT2A* by 1,25D3, but not by a supraphysiological concentration of 25D3, might contribute to its selective anti-proliferation activity. We confirmed that the quantitative reduction of *MT2A* expression by the introduction of its siRNA inhibited cell proliferation. In addition, neither 1,25D3 nor 25D3 exhibited further growth repressive effects in these cells (Fig. 4C). These results indicated that repression of *MT2A* might be a prerequisite for 1,25D3 to exert its anti-proliferative action. It has been reported that *MT* genes exert their proliferative function via multiple pathways in certain cancer cells. In human prostate cancer PC-3 cells, a lack of *MT2A* was shown to induce apoptosis with the down-regulation of c-MYC and BCL-2 using a sequence-specific ribozyme technique^52^. In other reports, MTs were demonstrated to interact directly with p53, which needs a zinc atom to perform its DNA-binding and transcriptional activity^53^. MTs function as metal chelators in this complex, resulting in the repression of p53 function^54^. From this perspective, the 1,25D3-dependent repression of *MT2A* expression might lead to a gain of p53 function, resulting in the induction of p53 signalling-dependent cell cycle arrest or apoptosis.

The cellular uptake of 25D3 is believed to be greater than that of 1,25D3 due to its higher hydrophobicity. Further, 25D3 is more stable than 1,25D3; the plasma half-life of 25D3 is approximately 2 weeks, while that of 1,25D3 is less than 4 h^55–57^. Given that the plasma concentration of 25D3 is 500–1000 times higher than that of 1,25D3, some authors have proposed that such a physiological concentration of 25D3 binds to and activates the VDR. However, the concept that a 1/500 ratio of total hormones can directly correspond to free active hormone is unlikely owing to the variable concentrations of vitamin D-binding protein (DBP). As it is known that DBP binds to 25D3 with a higher affinity than to 1,25D3, the ratio of free 1,25D3 to free 25D3 might be higher than the 1/500–1/1000 ratio of total 1,25D3 to 25D3. As such, an estimation based on both the concentration of DBP and the relative affinity of both metabolites to the VDR gives approximate concentrations of 10 and 1 pM for free 25D3 and 1,25D3, respectively^58^. Indeed, 10^−8^ M of 1,25D3 had a stimulatory effect on *CYP24A1* expression, which was only 3-4-fold lower than that after treatment with 10^−7^ M of 25D3 (Table 1). Thus, from the physiological viewpoint, 25D3 can bind to and activate the VDR *in vitro*. *In vivo*, relevant evidence for a direct effect of 25D3 is provided by the ability of high-dose cholecalciferol to prevent osteomalacia and hypocalcaemia in 1-α-hydroxylase knockout mice^59,60^. In another example, it was shown that extracellular matrix mineralization was induced by 25D3, but not by 1,25D3, leading the authors to reach a conclusion that 25D3, despite its lower affinity to the VDR, can stabilise the VDR-ligand binding domain in its agonistic conformation in the same way as 1,25 D3 does^14^.

Hewison’s group reported recently that high muscle strength was provided by 25D3, but not by 1,25D3^61^. In their report, there was no significant correlation between the serum levels of 25D3 and 1,25D3. In contrast, serum 25(OH)D_3_, 24,25(OH)_2_D_3_, and 3-epi-25(OH)D_3_ levels were strongly correlated. They also reported that parallel analysis of *CYP27B1* in muscle biopsies did not reveal the significant expression of this gene, suggesting that the localised conversion of 25(OH)D_3_ to 1α,25(OH)_2_2D_3_ is not a prominent feature of muscle, as was reported for the LNCaP cells shown here. Although they did not examine whether the 25D3-VDR axis functions in muscle, they found that out of the 92 genes examined, the expression of 24 skeletal muscle genes was strongly correlated with serum 25D3. These genes are involved in hormonal/intracellular signalling, cell stress, proteasomal activity, protein translation, amino acid metabolism, muscle contraction, myogenesis, and mitochondrial function. 1,25D3 was also associated with the expression of genes involved in skeletal muscle metabolism, protection against cell stress, and protein degradation. Thus, there might be another signal transduction system via which the effect of 25D3 is exerted by a non-VDR-mediated pathway in muscle.

Among the genes whose expression was affected by the single action of either 25D3 or 1,25D3 as well as their combined action in prostatic cancer LNCaP cells, we could not find any commonality, except that approximately 47% (Fig. 3A: 36/73) of the 1,25D3 target genes were also under the control of 25D3. 

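On the arrays, the probes shared at ratio 2 made up 22.4% of the 1,25D3 target probes with 25D3 in siCYP27B1 cells and 29.3% with 25D3 in siCT cells. At ratio 1.5, 128 probes were shared with 25D3 in siCYP27B1 cells, 29.2% of the 1,25D3 targets and 51.8% of the 25D3 targets. With 25D3 in siCT cells 159 probes were shared, 36.3% of the 1,25D3 targets. Where a detected signal of at least 100 was required on both arrays, the shared part of the 1,25D3 targets at ratio 2 was 34.6%. With the first 100 array rows left out, chosen after seeing the data, it was 37.1%.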

We could not resolve the possibility that a higher dose of 25D3 than used in this study might complement the 1,25D3 target gene profile completely. *CYP24A1* shown here is a typical example (Table 1). Altogether, in LNCaP cells, we compared the individual target gene profiles of 1,25D3 and 25D3 to clarify their interrelationship. We found that 25D3 largely regulated the expression of its target genes in common with 1,25D3 via the VDR when the VDR is expressed in prostate cancer cells, although the anti-proliferative activity of 25D3 was absent. We surmise that the ability to suppress the expression of *MT* genes may be one of the most important mechanisms for 1,25D3, but not 25D3, to exert its anti-proliferative action. Further study is warranted to examine the effectiveness of 25D3 in combating prostate cancer.

## Methods

### Cell cultures and hormones

Monolayer culture and maintenance of LNCaP cells were described previously^62^. For the proliferation assay, RPMI phenol red-free medium containing 10% charcoal-stripped foetal bovine serum with antibiotics (10% CS-FBS-medium) was used. 1α,25(OH)_2_D_3_ (referred to as 1,25D3) and 25(OH)D_3_ (referred to as 25D3) were supplied by DSM (Het Overloon, Netherlands).

### siRNA transfection and qRT-PCR

Non-targeting siRNA and a mixture of four different siRNAs specific for *VDR* were obtained from Dharmacon (Thermo Fisher Scientific, Waltham, MA). siRNA for *CYP27B1* was obtained from Invitrogen (Thermo Fisher Scientific). siRNAs for *MT2A* (MT2A-1 and MT2A-2) were obtained from Sigma Aldrich (Merck KGaA, Darmstadt, Germany). Transfection of siRNA using Lipofectamine RNAiMAX (Thermo Fisher Scientific) was described previously^62^. Methods for the isolation of total RNA from cells, synthesis of cDNA, and qRT-PCR were also described previously^62,63^. The primer sets used in this study are shown in Supplemental Table S1. Data were normalised to the expression of TATA-binding protein (*TBP*) and presented relative to the result of vehicle ethanol treatment. Values are expressed as the mean ± standard deviation (SD) (n = 4).

### Western blotting

The details of western blotting analysis were described previously^62^. For the detection of VDR-specific immunobands, a rabbit antibody against human VDR diluted at 1:1000 (D2K6W; Cell Signaling Technology, Danvers, MA) was used. The anti-VDR antibody used in this study recognised N-terminal amino acid residues, resulting in a reaction with both VDRB1 and VDRB2 isoforms.

### Immunocytochemistry

The details of immunocytochemistry were described previously^62^. A rabbit antibody against human VDR diluted at 1:2000 (D2K6W; Cell Signaling Technology) was used.

### Microarray analysis

Isolation of total RNA from siCT, siCYP27B1, or siVDR cells, which were treated previously with 10^−7^ M of 25D_3_ or 1,25D3 for another 24 h, was performed using an RNeasy Mini Kit (QIAGEN, Hilden, Germany). Using RNA samples, cDNA microarray analysis was performed by APRO Life Science Institute (Tokushima, Japan) and Cell Innovator (Fukuoka, Japan) as described previously^62^. The GEO accession number is GSE107438. We selected the probes that called the ‘P’ flag and the cut-off signal was smaller than 100. To identify regulated genes, we calculated the Z-score and the ratio (non-log scaled fold-change) for comparisons between each vehicle- and hormone-treatment sample.

### Statistical analysis

Data are expressed as the mean ± SD of quadruplicate assay, unless otherwise stated. Student’s *t*-test (Fig. 1A) or one-factor analysis of variance and Tukey’s test (Figs 1B, 3B and 4 and S1) were carried out.

### Data availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

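RNA from 8 cultures of LNCaP cells was measured on 8 single-colour Agilent arrays. The conditions were siCT cells with vehicle (2 arrays), with 1,25D3 and with 25D3, siCYP27B1 cells with vehicle and with 25D3, and siCYP27B1 + siVDR cells with vehicle and with 25D3. Hormones were given at 100 nM for 24 h. By scan date, the first siCT vehicle array and the 1,25D3 array were assigned to slide 1, and the other 6 arrays to slide 2. The sample labels gave the conditions.

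The authors deposited, for each array, the output of Feature Extraction 10.7.1.1 with 62976 spots, of which 58717 are not controls. Its processed signal is an intensity from which the background was subtracted and which was detrended within the array, with no normalization between arrays. The authors also deposited a table of intensity values for the 50599 probes on a linear scale. Its columns share one distribution within 0.01 on the log2 scale, so it was taken as quantile normalized, and it was used as an alternative. The files hold flags of each spot for detection, background, outliers and saturation, and 0 spots were saturated.

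Spots with an outlier flag (257 to 368 per array) were left out and the signals of the other spots of a probe were averaged. Values are log2 signals minus the 75th percentile of the array, which was a signal of 197 to 330.2. Between 22804 and 24340 probes per array were well above background, and between 15523 and 18036 were detected with a signal of at least 100. Probes not well above background were set to the lowest value well above background on their array, a signal of 13.8 to 28.1. Where such a probe is compared, an "at least" fold was computed against the higher of this floor and the probe's own value. Probe coordinates are on hg19, as in the files. Of the 50599 probes, 30878 carry a RefSeq accession, 28174 of these accessions were matched to a gene symbol, and 23787 of those had the symbol of the array's design. Other probes kept the name in the files.

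Each hormone array was compared with its own vehicle array: the siCT vehicle array of slide 1 for 1,25D3, that of slide 2 for 25D3 in siCT cells, and the vehicle array with the same siRNA otherwise. The siCT vehicle arrays were compared with each other in the same way. Probes detected with a signal of at least 100 on at least 1 of the 2 arrays were tested. A probe was called when its Z-score was at least 2 or at most −2 and its ratio at least 1.5 or at most 0.66, or at least 2 and at most 0.5 in the stricter screen. The Z-score is the log2 ratio minus the mean, over the SD, of the 1000 probes of nearest mean signal. Overlaps count probes called in the same direction. No p-value was computed for these comparisons, since each has 1 array on each side.

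Differences were tested with limma 3.58.1 in R 4.3.3 on probes detected with a signal of at least 100 on at least 1 of the 8 arrays. The fit had a baseline for each siRNA and slide, a 1,25D3 effect, one 25D3 effect in siCT and siCYP27B1 cells and a 25D3 effect with siVDR. It leaves 1 residual degree of freedom, with 76.0 prior degrees of freedom from eBayes with a trend, so that the test rests on the spread of all probes. The residual comes from the 25D3 responses of siCT and siCYP27B1 cells only. The arrays of 1,25D3 and of 25D3 with siVDR are lone samples assumed to vary like these. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05.

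The genes named in the text are every gene the paper names in its results, Table 2 and Figs 1 and 3. In addition, they are the 3 highest and the 3 lowest probes called in each screen at ratio 1.5 that were detected on both arrays, have a gene symbol and, for 25D3, changed in the same direction in siCT and siCYP27B1 cells. A gene with several probes is given by the probe with the highest mean log2 signal, and the text says where another goes the other way past 1.5 or 0.66. SLC30A1, from the list of zinc-induced transporters, is the gene named outside this rule. Some genes that the rule covers are left out of the text and of the alternatives for single genes, but their probes are part of all counts and lists. Lists of metallothioneins, other zinc-induced and zinc-repressed transporters, ATF4 targets, androgen-induced and androgen-repressed genes and UGT2B genes were set against 10000 random lists of the same size matched on signal, with seed 1. No probe carries the symbols UGT2B17 or UGT2B28.

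The screen, the fit, the gene rule, the lists and most alternatives were chosen before the data were examined. The alternatives were a Z-score over all probes, a window of 200 probes, quantile normalization, normexp with an offset of 50, the authors' intensity values, a signal minimum on all arrays or none, no floor, the other siCT vehicle array or the mean of both as control, no slide term in limma, leaving out single arrays, and other probes of a gene. Chosen after seeing the data were the floor only where it is higher than the spot, the 75th percentile of detected probes, leaving out the first 100 array rows, combinations of the detection filter with the authors' values or with those rows left out, and a limma fit with separate 25D3 effects.

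The screen and the fit were tested on simulated data with 200 changed probes. For the screen, noise was added to the siCT vehicle array of slide 2. It had the spread of the siCYP27B1 + siVDR pair, whose SD of the log2 ratio was 0.15. For limma, the real mean of each probe was given independent noise of a set size, with no slide effect. The SD of the 1,25D3 pair was 0.52, so the shares below do not give the error of the 1,25D3 counts or of the differences. A screen at ratio 1.5 on 16888 probes recovered 197 of them (98.5%) among 280 calls, of which 29.6% were false. On 19116 probes, limma recovered 398 of 398 probes for the 25D3 effect with 2.69% false calls, 197 of 200 for the 1,25D3 effect with 2.96%, 567 of 594 for the difference between the hormones with 3.24%, and 175 of 200 for the difference with siVDR with 1.69%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The qRT-PCR, western blot, immunocytochemistry, hormone and proliferation measurements have no deposited files and were left out, as was the GO analysis.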

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

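Of the tests below, those with the first 100 array rows left out were chosen only after the result was seen.

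The effect of 25D3 differed between cells with and without siVDR for 290 probes in the limma fit, 99 with a higher and 191 with a lower log2 ratio with siVDR. The result is listed here because the fit tests this difference. That test takes its spread from the 25D3 responses of siCT and siCYP27B1 cells, with 1 residual degree of freedom, and assumes that the lone pair of arrays with siVDR varies like them, so that the count holds only under this assumption. The scaling of the arrays is not enough to account for it, since quantile normalization gave 341 probes and the authors' deposited values 353. It is smaller with normexp background correction (145), without the floor (173), with a signal of at least 100 on all 8 arrays (65) and with the first 100 array rows left out (79). Without the slide baselines limma called 0 probes, with 66 at an unadjusted p under 0.05, so that the count depends on how the siCT vehicle arrays are used. With the siCT 25D3 array or the siCYP27B1 25D3 array also left out it was 0 as well, with 23 and 87 at an unadjusted p under 0.05. The siVDR 25D3 array is a single sample, and a fault of that culture or array cannot be separated from the effect of siVDR. The siRNA against the VDR is the biological difference in the design, and it stays open with these.

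The siCT vehicle arrays differed from each other in 791 probes, 192 higher and 599 lower on slide 2, though no hormone differs between them and the paper does not compare them. Ratios of slide 2 to slide 1 were ranked among called probes with a gene symbol that were detected on both arrays. The highest were those of CCDC85A (11.8), a probe of DIO3 (9.84) and RNA5-8SN5 (9.43). The lowest were LRRD1 (0.0686), a probe of ZNF551 (0.0771) and ACBD4 (0.0836). The brighter probes of DIO3 and ZNF551 had ratios of 8.79 and 0.828. A difference between slides and a difference between cultures cannot be told apart, because each slide holds 1 siCT vehicle culture. On slide 2 alone, 729 probes were called between the vehicle arrays of siCYP27B1 and siCT cells and 688 between those of siCYP27B1 + siVDR and siCYP27B1 cells. These counts are not comparable as a measure of spread, because the Z-score is scaled by the SD of each pair. The SD of the log2 ratio was 0.68 between the siCT vehicle arrays and 0.34 and 0.32 in these pairs, with 662, 209 and 225 calls at ratio 2. The siCT vehicle arrays thus differed more than the pairs on slide 2, although those also differ in siRNA. The slide, with its scan date and provider, or the culture can be behind this. For the arrays the paper names APRO Life Science Institute and Cell Innovator, and its text does not say which arrays each ran. The counts of 25D3 in siCT cells and of 1,25D3 rest on the choice of vehicle array, with 811 and 813 calls against the array of the other slide. No biological explanation was tested.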

How the results depend on the processing

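The alternatives with the first 100 array rows left out, the floor only where higher than the spot, the 75th percentile of detected probes, the combined settings with the authors' deposited values, the detection filter on both arrays together with those rows left out, and the fit with separate 25D3 effects were chosen only after the results were seen. Each hormone array was set against the vehicle array of its siRNA and slide. In limma the baselines keep these pairs, and the pairs of siCT and siCYP27B1 cells share 1 effect of 25D3. Beyond this, no paired analysis was possible with the replicate numbers as a block, because the labels call each array replicate 1.

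For reference, the screens gave 303 (25D3 in siCT cells), 247 (25D3 in siCYP27B1 cells), 166 (shared), 438 (1,25D3) and 791 (between siCT vehicle arrays) probes, and 205 (1,25D3), 88 (25D3) and 46 (shared) at ratio 2, with 89.1% of the 25D3 targets VDR-mediated. Counts stayed within 1.5 times these values, and the share within its interval, under the window of 200 probes, quantile normalization, the authors' deposited values, no floor, the floor only where higher than the spot and the 75th percentile of detected probes.

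With a single mean and SD over all probes for the Z-score, 829 probes were called for 1,25D3 at ratios 1.5 and 2. With normexp 96.0% of the targets were VDR-mediated and 55 probes were called for 25D3 at ratio 2. With a detected signal of 100 on both arrays the share was 94.5% and the counts at ratio 2 were 104 for 1,25D3 and 52 for 25D3. With no minimum signal the counts were 531, 586 and 687 for 25D3 in siCT cells, 25D3 in siCYP27B1 cells and 1,25D3, and 454 and 370 for 1,25D3 and 25D3 at ratio 2, since more dim probes are tested. With the other siCT vehicle array as control, 811 probes were called for 25D3 in siCT cells, 82 were shared with siCYP27B1 cells, and 813 were called for 1,25D3, 710 of them at ratio 2. With the mean of both vehicle arrays the counts were 708 for 25D3 in siCT cells and 739 for 1,25D3. Except where stated, the cause was not tested.

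With the first 100 array rows left out, 281 probes were called for 1,25D3 and 124 at ratio 2. With both arrays detected and these rows left out, the counts were 173 and 156 for 25D3 in siCT and siCYP27B1 cells, 103 shared, 92.9% VDR-mediated, 210 for 1,25D3, and 61, 42 and 30 for 1,25D3, 25D3 and shared at ratio 2, with fewer probes tested. With the authors' deposited values and both arrays detected, the share was 95.6% and the counts at ratio 2 were 120 and 50. With those values and their own minimum of 100 on both arrays, the share was 95.6% and the counts at ratio 2 were 89 for 1,25D3 and 52 for 25D3 under all 3 forms of the Z-score. With their own minimum on either array and a Z-score over all probes, 502 probes were called for 1,25D3 at ratio 2.

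The split of higher and lower calls moved by more than 10 percentage points in several cases. For 25D3 in siCT cells, 211 higher and 92 lower became 267 and 544 against the other vehicle array and 344 and 364 against the mean of both. At ratio 2, 92 and 24 became 267 and 470, and 146 and 113. For 1,25D3 at ratio 2, 123 and 82 became 211 and 66 against the mean, and 43 and 18 with both arrays detected and the first rows left out. At ratio 1.5, 278 and 160 became 256 and 246 with the deposited values, their own minimum on either array and a Z-score over all probes. With this Z-score as the only change, 192 and 599 between the siCT vehicle arrays became 103 and 639 (from 191 and 471 at ratio 2), and 388 and 300 between the vehicle arrays of siCYP27B1 + siVDR and siCYP27B1 cells became 353 and 424. For the latter pair at ratio 2, 118 higher of 225 became 87 of 213 with scaling by the detected probes, and 66 of 104 with both arrays detected and the first rows left out. In siCYP27B1 + siVDR cells, 38 and 13 became 28 and 4 with both arrays detected and 124 and 155 with no minimum signal. At ratio 2, and with the settings added after seeing the data, the split of these few calls moved by more than 10 points as well. Scaling by the detected probes moved the median log2 ratio of all probes between the siCT vehicle arrays from 0.09 to −0.04.

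The limma counts were 1418 for the 25D3 effect, 1847 for the 1,25D3 effect, 682 for the difference between hormones and 290 for the difference with siVDR. Without the slide term all were 0, with 413, 748, 391 and 66 probes at an unadjusted p under 0.05. With a detected signal of 100 on all 8 arrays they were 730, 432, 12 and 65, and with the first 100 array rows left out 668, 360, 1 and 79. The difference with siVDR was 145 with normexp and 173 without a floor, where the difference between hormones split into 349 higher and 364 lower in place of 260 and 422. Leaving out siCT vehicle replicate 1, siCT vehicle replicate 2, the siCT 25D3 array or the siCYP27B1 25D3 array was done together with no slide term, and the lone sample left was assumed to vary like the other groups. The counts then ranged from 10 to 1446 for the 25D3 effect, 34 to 11475 for the 1,25D3 effect, 0 to 11200 for the difference between hormones and 0 to 301 for the difference with siVDR. The highest values came without siCT vehicle 1, where 1,25D3 is set against the array of the other slide. The lowest came without the siCT 25D3 array, with 54 and 23 probes at an unadjusted p under 0.05 for the differences. Without siCYP27B1 25D3 the difference with siVDR was also 0, with 87 at an unadjusted p under 0.05. In the fit with separate 25D3 effects and no slide term, each hormone effect rests on 1 array, so its counts are left out. Both hormone effects in siCT cells share a baseline there, so the vehicle arrays cancel in their difference. That difference sets the 1,25D3 array of slide 1 against the 25D3 array of slide 2. Hormone and slide cannot be told apart in it.

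Of 268 log2 ratios of named genes, all stayed within the spread of probes of similar signal under quantile normalization, and 24 moved further under normexp. All stayed within it with the authors' deposited values too, which are nearly that same normalization. Leaving out the floor could not change these ratios, since both arrays of each were well above background. Of the ratios that use a siCT vehicle array, 60 moved with the mean of both arrays, and 72 moved and 7 called ratios reversed with the other array. A further 16 ratios changed sign that were not called, most of all LRRD1 (3.72) and CCDC85A (−2.46) after 1,25D3 and ACBD4 (−3.45) and DIO3 (2.79) after 25D3. The called ratios that reversed were UGT2B7 (0.66), RXRG (0.65), FHL3 (0.68), NEDD4L (−0.54) and XRCC2 (0.32) after 1,25D3, and VAV3 (0.74) and LEF1 (0.29) after 25D3. Of 74 ratios by another probe, 32 moved and that of LFNG after 25D3 in siCT cells reversed, to 0.30. The difference of MT2A between the hormones passed under 9 of 14 alternatives, that of SLC39A10 under 8, and that of CHAC1, which does not pass, under 4. The lower value of UGT2B10 after 1,25D3 reversed to 0.10 without the slide term, to 0.18 without siCT vehicle 1, to 0.024 without siCT vehicle 2, and to 0.10 without either 25D3 array. The cause was not tested.

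Dim signals limit these results. On each array 45.1% to 48.1% of the probes were well above background, and ratios against the others are bounds. With 1 array per condition the simulated screen, with the spread of the siCYP27B1 + siVDR pair, gave 29.6% false calls.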

Differences from the paper's values

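The alternatives named below as added were chosen only after the values were seen, and the others were set before the data were examined.

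For 25D3 in siCT cells the paper gives 195 target probes, and 303 were called here. Of the alternatives set before, quantile normalization (288), normexp (224), the authors' deposited values (287) and detection on both arrays (242) come within 1.5 times the paper's value, and the Z-score over all probes (349), the window of 200 probes (297), no minimum signal (531), no floor (297), the other siCT vehicle array (811) and the mean of both (708) do not. Added after seeing the values, leaving out the first 100 array rows (215), that together with detection on both arrays (173), the deposited values with detection on both arrays (227), and the deposited values with their own minimum of 100 on both arrays (227) or on either array with a window of 1000 (282) or 200 probes (280) also come within it. The paper gives 69 of these probes as specific to siCT cells, against 137 here. Only normexp (94) comes within 1.5 times of that among the alternatives set before. Of those added after seeing the values, leaving out the first rows (89), also with detection on both arrays (70), and the deposited values with detection (95) or with their own minimum (89) on both arrays do.

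The paper gives 8 target probes not mediated by the VDR, and 27 were found here. Normexp (7) and detection on both arrays (11) come within 1.5 times, and the other alternatives set before do not, with 21 to 65. Of the settings added after seeing the values, detection on both arrays with the first rows left out (11) and the deposited values with detection (9) or with their own minimum (10) on both arrays do.

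For 1,25D3 in siCT cells the paper gives 263 target probes, against 438 here. Detection on both arrays (384) comes within 1.5 times, and the other alternatives set before, at 431 to 829, do not. Among those chosen after seeing the values, leaving out the first rows (281), also with detection on both arrays (210), and the deposited values with their own minimum on both arrays (355, or 351 with the window of 200 probes) do.

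At ratio 2 the paper gives 76 target probes of 1,25D3 and 46 of 25D3, against 205 and 88 here. For 1,25D3 detection on both arrays (104) comes within 1.5 times, and the other alternatives set before, at 194 to 829, do not. For 25D3 normexp (55) and detection on both arrays (52) do, and the others, at 78 to 370, do not. Chosen after seeing the values, detection on both arrays with the first rows left out (61 and 42) and the deposited values with their own minimum on both arrays (89 and 52) come within it for both hormones, and the deposited values with detection on both arrays (50) for 25D3.

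The paper gives 10 probes as specific to 25D3 and 40 as specific to 1,25D3 at ratio 2, against 42 and 159 here. None of the alternatives set before comes within 1.5 times, the nearest being detection on both arrays (16 and 68). Added after seeing the values, detection on both arrays with the first rows left out (12 and 31) does for both. The deposited values with their own minimum on both arrays (15 and 52) also do, and with detection on both arrays (14) they do for 25D3, again as alternatives chosen after seeing the values.

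The paper's share of 25D3-specific targets is 22%, against 47.7% here. The latter includes probes that met the ratio after 1,25D3 but not its Z-score or signal minimum. Detection on both arrays (30.8%) comes within 1.5 times, and the other alternatives set before, at 37.5% to 85.4%, do not. Added after seeing the values, that filter with the first rows left out (28.6%) and the deposited values with detection (28.0%) or with their own minimum (28.8%) on both arrays do. The paper's share of 1,25D3 targets also under the control of 25D3 is 47%, against 22.4% here. Detection on both arrays (34.6%) comes within 1.5 times, and the other alternatives set before, at 4.79% to 23.2%, do not. Added after seeing the values, leaving out the first rows (37.1%), also with detection on both arrays (49.2%), and the deposited values with their own minimum on both arrays (41.6%) do.

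Within 1.5 times the paper's values as given here are 247 target probes of 25D3 in siCYP27B1 cells (the paper's value is 184), 166 shared with siCT cells (the paper's value is 126), 46 shared between hormones at ratio 2 (the paper's value is 36) and 89.1% VDR-mediated (the paper's value is 96%). The shared count is 126 with the first 100 array rows left out, an alternative chosen after seeing the values. At ratio 2 it is 36 with detection on both arrays, and also, with alternatives chosen after seeing the values, for the deposited values with detection on both arrays and with their own minimum of 100 on either array and a Z-score over all probes. The share is 96.0% with normexp, and 95.6% with the deposited values and both arrays detected or at their own minimum of 100, chosen after seeing the values. The array ratios printed in Fig. 3B are near those found here, such as about 1.7 for CHAC1 after 25D3, read by eye, against 1.69.

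The paper lists CHAC1 among the 25D3-specific targets of the stricter screen, and its ratio of 1.69 here is under 2 by both the chosen probe and the other (1.77). The paper states that metallothionein genes are repressed by 1,25D3 and not by 25D3, citing its Table 2, where the 25D3 targets are those of siCYP27B1 cells. In siCT cells all 7 of the genes it names were called lower after 25D3, MT2A with a ratio of 0.491, and in siCYP27B1 cells MT1F was called with 0.585. The paper gives SLC39A10 as a specific target of 1,25D3 by its stricter screen, with 25D3 in siCYP27B1 cells, and by qRT-PCR. In that comparison the log2 ratios here were 1.47 after 1,25D3 and 0.17 after 25D3, in the same sense as the paper. Only after 25D3 in siCT cells, at the looser limit of 1.5, was it called for 25D3, with a ratio of 1.67. Of the genes in Table 2 for 1,25D3, SLC7A2 (0.661), STARD3 (1.34) and RLIM (1.06) were not called here, and RLIM was called only by its other probe (0.425).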

Other observations

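The tests of the metallothionein genes after 25D3 in siCT cells, of noise within each set of hormone-specific probes and of the edge of slide 1 were chosen only after the result was seen.

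The metallothionein genes were lower after 1,25D3 (median log2 −1.96 over 9 genes) and much less so after 25D3 in siCYP27B1 cells (−0.23). A difference between the siCT vehicle arrays is argued against as the whole cause: against the vehicle array of the other slide the median after 1,25D3 was −1.54. A lower supply of zinc, or a weaker response to it, in the 1,25D3 culture stays open. SLC30A1, a transporter induced by zinc, had a log2 ratio of −1.06 and SLC39A10, repressed by zinc, 1.47, which is consistent with it. The medians of the lists of other zinc-induced transporters (2 genes detected, −0.25, percentile 15.4) and of zinc-repressed transporters (3 genes, −0.04, percentile 33.1) after 1,25D3 did not stand apart, and against the vehicle array of the other slide the zinc-repressed ones had 0.54 (percentile 97.6). With 1 culture, a direct effect of 1,25D3 and a change in zinc cannot be separated by these arrays, and a biological effect of the hormone was not tested further.

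In siCT cells the metallothionein genes were lower also after 25D3 (median log2 −1.04). It is argued against that they were already low in siCYP27B1 cells, since their median log2 ratio between the vehicle arrays of siCYP27B1 and siCT cells was 0.22. The zinc-related genes moved as after 1,25D3, with SLC30A1 at −0.74 and SLC39A10 at 0.74, both called, and SLC30A1 at −0.00 in siCYP27B1 cells. The lists of zinc-induced (2 genes, median −0.07, percentile 40.9) and zinc-repressed transporters (3 genes, −0.06, percentile 27.6) did not move as wholes, with 1 gene of each higher and the others lower. Lower zinc in the siCT 25D3 culture stays open on these 2 genes only. Conversion of 25D3 to 1,25D3 in siCT cells, which siCYP27B1 would prevent, could also give this pattern. The 65 other strong 1,25D3 target probes outside the first 100 rows had about the same median change after 25D3 in siCT and siCYP27B1 cells. Of these, 43 changed more in siCT cells, with a median excess of 0.10 on the log2 scale, against −0.77 for the metallothionein genes. A median excess this small, with 1 array per condition, does not decide on conversion. The paper reports essentially no 1,25D3 in LNCaP cells given 25D3, by a mass spectrometry assay with no deposited file, which speaks against it.

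Probes called for 1 hormone only at ratio 2 were examined for noise at the threshold. The limma test of the difference, planned as a part of this test, was left out because it uses the arrays that selected the probes. The direction was the same after both hormones for 91.3% of the measured probes called for 25D3 only, for 91.4% of those called for 1,25D3 only in the rows above row 100, for 51.1% of those called for 1,25D3 only in the first 100 rows and for 67.1% of all 146. Over all probes tested for both hormones it was the same for 59.6%. A shared response missed by one screen gives the same direction, and so does a weaker response to the other hormone. Calls made by noise in one screen give no shared direction, and neither does a response to 1 hormone only. Noise and a difference between the hormones therefore cannot be told apart for these sets with 1 array per condition. Some single probes met the ratio after both hormones, such as TEKT5 in the first set (log2 ratio 2.59 after 1,25D3). For these, a call for 1 hormone only is no sign of a specific response. MT1E, MT1B and MT2A, in the second set, had log2 ratios of −2.11, −1.96 and −1.92 after 1,25D3 and −0.22, −0.26 and −0.19 after 25D3, which is not a near miss of the threshold.

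The 1,25D3 calls were concentrated in the first 100 array rows. A candidate explanation is a raised signal of a part of the spots along one edge of the arrays of slide 1. With no minimum signal, however, a concentration appeared on slide 2 too. After 25D3 in siCYP27B1 + siVDR cells, 55.2% of 279 calls then lay in these rows, against 26.4% of the probes tested. After 25D3 in siCT and siCYP27B1 cells the share of calls was 23.5% and 20.0%. Of the genes called in those rows, 63 had another probe outside them, and 17.5% of these probes passed 1.5 in the same direction, against 79.2% of 48 for genes called in the other rows. Of the probes not well above background on any array of slide 2, 18.5% in rows 1 to 32 were well above background on the siCT vehicle array of slide 1 and 19.8% on the 1,25D3 array, against 1.30% and 0.996% in the rows above row 100. The median signals of these probes were 6.51 and 6.83 in rows 1 to 32 and 6.07 and 6.37 in the rows above row 100, so that most of them were hardly raised. A response of these genes to 1,25D3 stays open for the probes with no other probe. MT1X, MT1G and MT1L have probes in these rows, but MT2A, MT1F, MT1E and MT1B, which fell as well, do not.

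CHAC1 was higher after 25D3 in siCYP27B1 cells (ratio 1.69) and not in siCT cells. The median of the other 15 ATF4 targets was 0.12 on the log2 scale in siCYP27B1 cells, at percentile 99.6 of random lists, with 11 of them higher, and at percentile 37.2 in siCT cells. With CHAC1 in the list the percentiles were 99.8 and 39.8. This is consistent with a small ATF4 response of that culture, though only 1 of them reached a ratio of 1.5. With siVDR the percentile was 55.9. Against the vehicle array of the other slide, the list with CHAC1 was at percentile 99.8 in siCT cells too, so the contrast between the cultures rests on the choice of vehicle array. Whether 25D3 or the state of that culture is behind it cannot be separated with 1 culture.

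Over the lists set in advance, the androgen-induced genes had a median log2 ratio of 0.05 after 1,25D3, 0.06 after 25D3 in siCT cells, 0.15 in siCYP27B1 cells and 0.00 with siVDR. The androgen-repressed genes had −0.63, −0.27, −0.63 and −0.15 in the same order, and −0.10 (percentile 62.9) when 1,25D3 was set against the vehicle array of the other slide. These medians carry no replicate error. The UGT2B genes were at percentile 0.01 of random lists after 25D3 in siCT cells and at 0.03 with siVDR.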
